A study of Mus musculus with 11 samples. Its data were reported in "A microRNA signature that correlates with cognition and is a target against cognitive decline" (2021).

How the data were processed

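RNA was measured in primary mouse hippocampal neurons, that is, neurons taken from the mouse hippocampus and grown in a dish. Lipid nanoparticles carrying either a synthetic mimic of the microRNA miR-181a-5p or a negative control oligonucleotide were added on day 10 in vitro, and RNA was taken on day 12 in vitro, after 48 hours. A microRNA is a short RNA that pairs through its seed, a stretch near its 5' end, with sites that lie mostly in the 3' untranslated region (3' UTR) of messenger RNAs. The labels gave 6 control and 5 mimic samples, and each sample's group was taken from its label. The study's methods describe hippocampi of several embryos that were pooled before the cells were plated in wells. The labels do not say which samples came from separate preparations. If samples were wells of a shared preparation, the SDs and p-values given here would not cover variation between preparations.

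The authors prepared poly(A)-selected libraries, mapped single-end reads to the mouse genome build GRCm38 (also called mm10) with STAR, counted reads per Ensembl gene with featureCounts, and deposited 1 table of raw counts per sample. The annotation release and the options for strand and for reads that map to several places were not stated, so counts of overlapping, antisense and repeated genes are uncertain. The authors also deposited a table of normalized signal for the same 11 samples. Each column of it equalled the raw counts divided by 1 size factor, and the factors differed by at most 0.000499 (relative) from those of DESeq2 on the filtered counts. It held 16921 genes, all of which passed the count filter used here, and 444 genes that passed the filter were not in it. The raw counts were used for all main results and the normalized table for an alternative alone. The table had 0 value columns that could not be assigned to a sample, and 0 rows of the count tables named no gene. The count tables listed 48709 genes, of which 48349 matched GENCODE release M21 on GRCm38, which gave gene symbols, positions, exon lengths and 3' UTRs.

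Total counts ranged from 17287168 to 48091231 per sample. A count of 0 allows up to 3 counts, which was 0.0624 CPM (counts scaled to a common library size) in the deepest sample and 0.174 in the shallowest. These limits cover counting error alone, since reads without molecular identifiers are not independent molecules.

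Genes with at least 5 counts in at least 50% of the samples were tested, which left 17365 genes. The main test was the two-sided quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM scaling, robust dispersion estimates, group as the sole term and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. The filter and the threshold follow the study's methods, but the study's own tool was DESeq2, which was fitted here as an alternative (version 1.42.0). Standard errors of log2 fold changes were the fold change divided by the square root of the test's F value. CPM used TMM-scaled library sizes.

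Gene lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01, two-sided) against all other tested genes, and repeated with fry and with an estimated correlation. The effect size was the median log2 fold change of the list minus that of the other genes. Adjustment was over 3 target lists and, separately, over 12 lists written by hand. The 3 lists of predicted targets came from the study. That for miR-181a-5p held 1121 names, of which 13 were not matched. Those for miR-148a-3p and miR-146a-5p stand for microRNAs that were not added here. The 12 lists were synapse, learning and memory, extracellular matrix, DNA replication and mitosis, sterol biosynthesis, interferon response, immediate early genes, and markers of neurons, astrocytes, the oligodendrocyte lineage, microglia, and fibroblast or vascular cells. A list score per sample was the mean log2 CPM of the list relative to each gene's mean, minus that of all other genes, and was compared between groups by a two-sided exact permutation test over the 462 splits of the samples.

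Seed matches were searched in the longest annotated 3' UTR of each gene, which 14481 tested genes had. Of all annotated 3' UTRs derived, 99.976% followed a stop codon. The 7-nucleotide match of the mimic (nucleotides 2 to 8 of AACAUUCAACGCUGUCGGUGAGU) was TGAATGT, and genes with it were tested against genes with a 3' UTR without it. Matched comparisons drew 10000 random lists with the same spread of expression, length and GC content, and their smallest two-sided p was 2e-04.

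Genes are named in the text by a rule: among called genes with a mean of at least 1 CPM whose groups did not overlap, the 5 with the most negative and the 5 with the most positive log2 fold change, then the 5 predicted miR-181a-5p targets lower in mimic with the smallest p, and 5 genes the study followed in other experiments (Lrrk2, Cadm3, Slc6a11, Aff2 and Hivep3). The rule, the groups, the tests, the lists and most alternatives were fixed before the data were examined. The study had, however, already linked genes lower in these mimic samples to plasticity and learning, and genes higher to the extracellular matrix. The synapse, learning and memory, and extracellular matrix lists are thus not an independent test of those themes. CT010467.1 was named after its values were seen. Of the 5 predicted targets the rule picks, 1 is not reported here.

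The alternatives were DESeq2, other scaling factors, other count filters, leaving out each sample, a replicate block on the label numbers, the authors' normalized table on the log2(value + 1) scale with limma, 1 surrogate variable (sva 3.50.0), a minimum change of 1.2-fold, and other backgrounds for the lists. Alternatives chosen after the data were seen were, for the seed matches, the other scalings, filters and set tests, each fit without 1 sample and the replicate block; for the lists and targets, matching on length and GC content; for single named genes, the authors' normalized table, the surrogate variable and the minimum change; and for all calls, removal of loci linked to ribosomal RNA and thinning of control replicate 1.

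The test was tested on simulated data with the real means, depths and dispersions. Of 200 genes changed by a log2 fold change of 0.25, 0.5 or 1, 70.0% were called with the right sign. Among those changed by 0.25 the share was 50.6%. The genes called in the real data had a median absolute log2 fold change of 0.175, below the smallest size simulated. Among 17115 unchanged genes 15 were called, and with nothing changed 0 of 17365 genes were called. A scan of all 7-nucleotide words ranked each of 3 planted words 1, with a planted shift larger than that of the seed match found here. Sequence comparison used BLAST+ 2.17.0.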

Results

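Gene expression was measured by RNA sequencing in primary mouse hippocampal neurons treated with lipid nanoparticles that carried a miR-181a-5p mimic (5 samples) or a negative control oligonucleotide (6 samples). Total counts per sample lay between 17287168 and 48091231. Control replicate 1 was the deepest with 48091231 counts, and the next deepest sample, control replicate 4, had 28934923. Mitochondrial genes took between 3.03% and 3.48% of the counts. The correlation of log2 CPM (counts scaled for library size) between replicates was at least 0.993 within each group. No pair of replicates agreed within sampling noise, as the smallest chi-square per degree of freedom between replicates of a group was 1.23. The first principal component held 15.1% of the variance and had all 6 control samples below 0 and all 5 mimic samples above 0.

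The first comparison asked which genes differ between neurons given the mimic and neurons given the control. Of 17365 genes tested, 495 had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), 307 lower and 188 higher in the mimic samples. The changes were small. The median fold change of the called genes was 1.13 and 70.5% of them changed by less than 1.2-fold, while 19 changed by more than 2-fold. When a change of at least 1.2-fold was required, 0 genes were called, against 326 genes at an unadjusted p under 0.05. Without control replicate 1, 218 genes were called, and without mimic replicate 2, 237. Groups did not overlap for 2.89% of the tested genes, where chance gives 0.433%. Genes that fell were more abundant (median 101.98 CPM) than genes that rose (median 11.8 CPM).

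**Figure D1:**
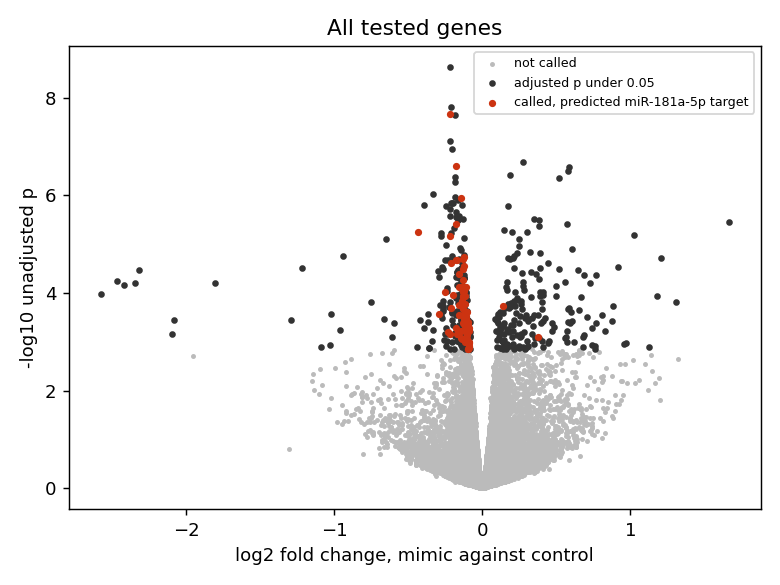
Log2 fold change of the mimic against the control (x axis) and -log10 of the unadjusted p (y axis) for 17365 tested genes, each point 1 gene. The 495 called genes are dark, and red marks called predicted targets of miR-181a-5p, 72 of which were lower and 2 higher in mimic.

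The 5 named genes with the most negative changes were abundant and fell about 5-fold or more, with no overlap between groups. Positions are on GRCm38. Gm23935 (ENSMUSG00000076258, chromosome 16, 11144125 to 11144181, annotated as a microRNA gene) had 128.0 ± 38.3 CPM (SD, n = 6) in control and 22.3 ± 15.3 CPM (SD, n = 5) in mimic samples, a log2 fold change of -2.58 (SE 0.40, edgeR adjusted p 0.0119). Gm15564 (ENSMUSG00000086324, chromosome 16, 35966752 to 35983230, an antisense gene) had 181.27 ± 44.4 CPM in control and 33.8 ± 20.95 CPM in mimic samples (edgeR adjusted p 0.00877). Mir6236 (ENSMUSG00000098973, chromosome 9, 110281287 to 110281409) had 184.24 ± 42.2 CPM in control and 35.6 ± 22.5 CPM in mimic samples (edgeR adjusted p 0.00956). Lars2, a protein-coding gene (ENSMUSG00000035202, chromosome 9, 123366927 to 123462666), had 846 ± 195 CPM in control and 168 ± 90.2 CPM in mimic samples (edgeR adjusted p 0.00904). Gm26917, a long noncoding RNA gene (ENSMUSG00000097971, chromosome 17, 39843013 to 39846341), had 164 ± 33.3 CPM in control and 33.8 ± 18.1 CPM in mimic samples (edgeR adjusted p 0.00636). The neighbouring CT010467.1 (ENSMUSG00000106106, chromosome 17, 39846353 to 39848827, annotated as ribosomal RNA) was chosen after its values were seen. It had 1213 ± 467 CPM in control and 289 ± 144 CPM in mimic samples (log2 fold change -2.08, SE 0.38, edgeR adjusted p 0.0227). CT010467.1 was no longer called in 4 of the 11 fits that each left out 1 sample (highest edgeR adjusted p 0.0707). Counts of these loci are uncertain where reads map to repeated sequence.

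**Figure D2:**
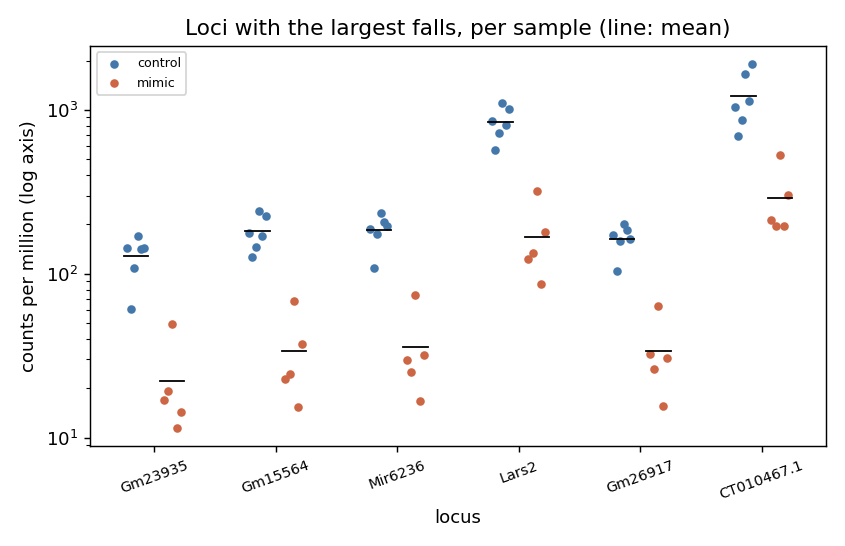
CPM on a log axis (y axis) for the 5 named genes with the most negative changes and CT010467.1 (x axis), each point 1 of 6 control or 5 mimic samples and each line a group mean. For each of these 6 loci every control sample lies above every mimic sample.

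The 5 named genes with the most positive changes had low abundance. Efemp1 (ENSMUSG00000020467, chromosome 11, 28853204 to 28926743) rose from 1.17 ± 0.359 CPM (SD, n = 6) to 2.28 ± 0.435 CPM (SD, n = 5), a log2 fold change of 1.02 (SE 0.18, edgeR adjusted p 0.00237). Cdh5 (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511) had a log2 fold change of 0.77, C1qtnf2 (ENSMUSG00000046491, chromosome 11, 43474276 to 43491525) of 0.77, Angpt2 (ENSMUSG00000031465, chromosome 8, 18690263 to 18741562) of 0.73 and Fah (ENSMUSG00000030630, chromosome 7, 84585159 to 84606722) of 0.68. Their edgeR adjusted p-values were 0.00713, 0.0243, 0.00904 and 0.00713. C1qtnf2 was no longer called without mimic replicate 4 (edgeR adjusted p 0.0981, with adjusted p between 0.00401 and 0.828 over its 23 alternatives).

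The second comparison asked whether the mimic lowered the predicted targets of its microRNA. The 1046 tested predicted targets of miR-181a-5p had a median log2 fold change 0.039 below that of the other genes (shift -0.039, camera adjusted p 3.18e-09), and 73.2% of them were lower in mimic. Matching on expression, 3' UTR length and GC content reduced the shift most, to -0.021. The list score was 0.0179 ± 0.0088 in control (SD, n = 6) and -0.0215 ± 0.0223 in mimic samples (SD, n = 5), a difference with an exact permutation p of 0.00433. Predicted targets made up 23.5% of the genes called lower, against 5.76% of genes not called (odds ratio 5.01, Fisher's exact test, two-sided p 6.92e-24), and 1.06% of the genes called higher. Genes are not independent replicates, so this test describes these samples.

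Lists for microRNAs that were not added were tested in the same way. The targets of miR-148a-3p were shifted by -0.023 (camera adjusted p 0.00347), and 156 of them were also targets of miR-181a-5p. The 261 targets of miR-146a-5p were shifted by -0.020 (camera adjusted p 0.0756). With fry the adjusted p-values were 0.00286 for miR-181a-5p, 0.00286 for miR-148a-3p and 0.0217 for miR-146a-5p. With an estimated correlation they were 0.0106, 0.0106 and 0.0764. The shifts of the lists were not tested against each other.

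Predicted targets of miR-181a-5p with the smallest p fell by a modest amount each. Adam11 (ENSMUSG00000020926, chromosome 11, 102761439 to 102780262) went from 226 ± 7.39 CPM (SD, n = 6) to 195 ± 6.47 CPM (SD, n = 5), a log2 fold change of -0.22 (SE 0.028, edgeR adjusted p 9.95e-05). Plpp3 (ENSMUSG00000028517, chromosome 4, 105157347 to 105232764) had a log2 fold change of -0.18, Cnksr2 (ENSMUSG00000025658, chromosome X, 157821436 to 158043294) of -0.18 and Acvr1c (ENSMUSG00000026834, chromosome 2, 58267453 to 58357895) of -0.43. Each of these 4 genes was lower in every mimic sample than in any control sample.

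Seed matches gave a target definition that rests on no prediction tool. Genes with at least 1 match of TGAATGT in the 3' UTR (2675 genes) had a median log2 fold change of -0.024, against 0.0055 for the 11806 genes without one (shift -0.029, camera p 4.05e-05). The median was -0.037 for genes with the 8-nucleotide match TGAATGTA, -0.017 for the 1806 genes with the 7-nucleotide match alone, -0.0071 for the 2634 genes with a 6-nucleotide match alone, and 0.0095 for the 9172 genes with none of these. A seed match was present in 40.8% of the genes called lower that had a 3' UTR, in 10.2% of those called higher and in 18.1% of those not called. Genes with a match had longer 3' UTRs (median 2480 against 988 bases). Against site-free genes matched on 3' UTR length and GC content the shift was -0.014 (matched random lists, p 2e-04, the smallest they can give).

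**Figure D3:**
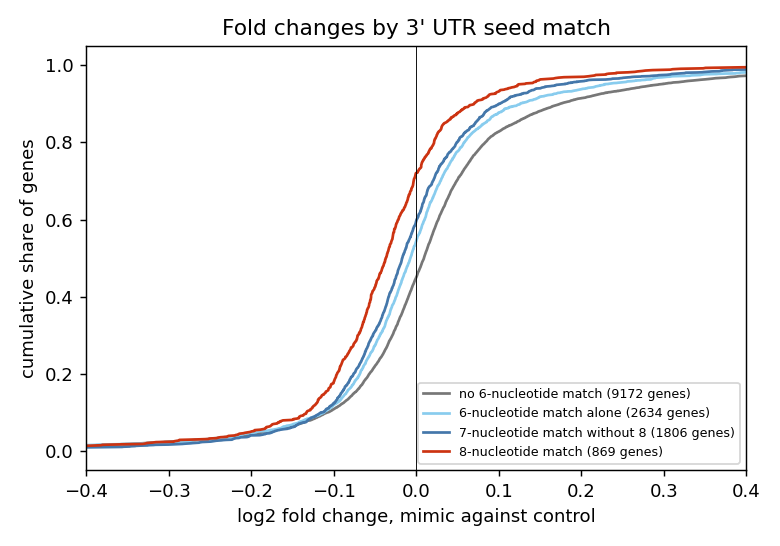
Cumulative share of genes (y axis) by log2 fold change of the mimic against the control (x axis), for genes grouped by the strongest seed match of the mimic in the 3' UTR. The curve of genes with an 8-nucleotide match (median -0.037) lies to the left of that of the 9172 genes without any match (median 0.0095).

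The third comparison asked how fixed lists of genes moved. The synapse, learning and memory, and extracellular matrix lists follow themes that the study had reported from these samples. The DNA replication and mitosis list rose by 0.22 relative to other genes (45 genes, camera adjusted p 3.20e-27), with 0 members lower in mimic and no overlap between groups in its score. The extracellular matrix list rose by 0.19 (camera adjusted p 6.30e-16) and the fibroblast and vascular list by 0.31 (camera adjusted p 0.000135). The synapse list was shifted by -0.047 (50 genes, camera adjusted p 1.35e-08) with 41 of 50 genes lower, and the learning and memory list by -0.060 (camera adjusted p 6.93e-09). These 2 lists share 7 genes. The sterol biosynthesis list was shifted by -0.085, with 24 of 24 genes lower (camera adjusted p 2.87e-14). Shifts of the immediate early (-0.097), astrocyte (-0.085) and microglia (-0.27) lists also passed the threshold, with camera adjusted p-values of 8.88e-05, 0.00326 and 0.00799. By the exact permutation test on list scores per sample, adjusted over the 12 lists, the microglia list differed between groups (adjusted p 0.00866), while the immediate early (adjusted p 0.0812) and astrocyte (adjusted p 0.312) lists did not. The other lists that passed under camera had exact permutation adjusted p-values between 0.00866 and 0.0223. The neuron (-0.014), oligodendrocyte lineage (-0.034) and interferon response (0.063) lists did not, with camera adjusted p-values of 0.283, 0.283 and 0.160. Under fry the astrocyte list was lost (adjusted p 0.0531). With an estimated correlation the extracellular matrix, immediate early, fibroblast and vascular (adjusted p 0.0957 each) and astrocyte (adjusted p 0.175) lists were lost, while the DNA replication, sterol, synapse, learning and microglia lists passed in both. The synapse (camera adjusted p 0.0498) and microglia (camera adjusted p 0.0489) lists passed only narrowly with an estimated correlation.

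**Figure D4:**
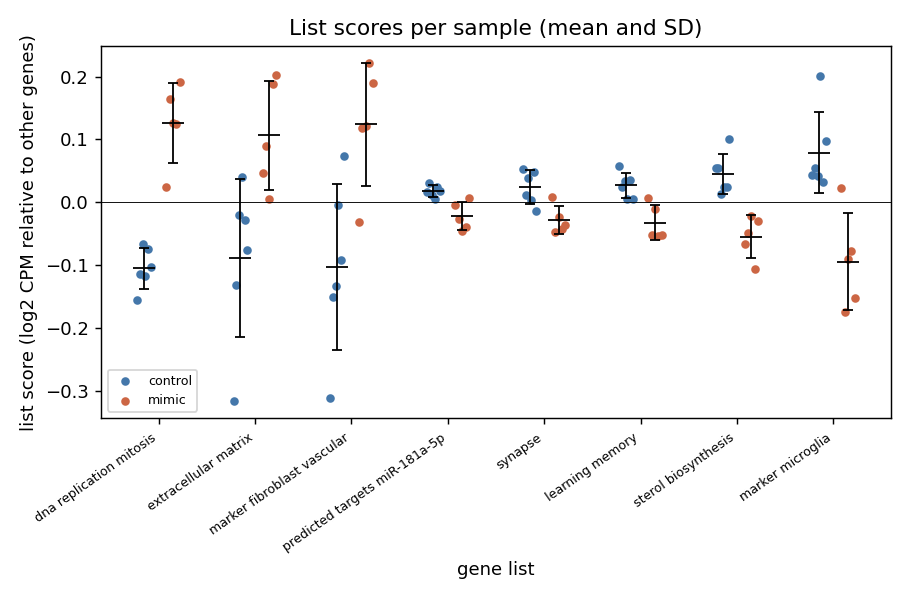
List score per sample (y axis, log2 CPM relative to other genes) for 8 gene lists (x axis), each point 1 of 6 control or 5 mimic samples, with the group mean and SD. The groups do not overlap for the DNA replication, sterol biosynthesis and microglia lists.

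The last comparison took 5 genes the study followed in other experiments. The study measured them in hippocampus of aged mice or an Alzheimer's disease mouse model, with inhibitors of all the microRNAs whose targets were tested above. Its reporter assays on Lrrk2, Cadm3 and Slc6a11 used mimics of each of those microRNAs. None of the 5 genes was a predicted target of miR-181a-5p or had a TGAATGT match in its longest 3' UTR. The values here thus do not repeat those experiments, and a change cannot be assigned to that match. Of the 5 genes, 1 was called when adjusted over all genes and 1 when adjusted over the list alone. Hivep3 (ENSMUSG00000028634, chromosome 4, 119733784 to 120138045) had 60.1 ± 2.67 CPM in control (SD, n = 6) and 51.99 ± 1.62 CPM in mimic samples (SD, n = 5), a log2 fold change of -0.21 (SE 0.035, edgeR adjusted p 0.00114 over all genes and 7.19e-06 adjusted over the list alone). The log2 fold changes of Lrrk2 (-0.042), Cadm3 (0.029), Slc6a11 (-0.044) and Aff2 (0.11) were within the spread of the replicates, with edgeR adjusted p-values of 0.864, 0.614, 0.422 and 0.255.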

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

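The test below was chosen after the result was seen. In 80 series of values per group (depth, named genes and list scores), a sample lay apart from the rest of its group in 3, where chance gives about 4, and all 3 were in control replicate 2. Its mitochondrial share was 3.48%, against 3.20% to 3.26% in the other control samples (gap over range 0.7695). Its level of Mir6236 was 6.76 log2 CPM, against at least 7.46 in the others (gap over range 0.6256), and its level of Gm26917 was 6.71, against at least 7.31 (gap over range 0.6273). The number, 3, is what chance among the series tested may give. Mir6236 and Gm26917 vary together, so the pair is closer to 1 observation. Both loci stayed lower in mimic samples without control replicate 2. No biological explanation was tested, as the sample belongs to the same group as the others.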

How the results depend on the processing

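The 495 calls changed with several choices. Without a count filter 785 genes were called (485 lower, 300 higher), 481 of them the same genes. With 1 surrogate variable 255 were called (168 lower, 87 higher). When a 1.2-fold change was required 0 were called (0 lower, 0 higher), with 326 at an unadjusted p under 0.05. The cause was not tested for the filter or for the surrogate variable. DESeq2 called 558, 461 shared, and the authors' normalized table gave 406, 402 shared. Other scalings gave 491 (RLE) and 460 (upper quartile). With upper-quartile factors 49.1% of calls were lower, against 62.0%, that is 226 lower and 234 higher. Thinning control replicate 1 left 409, and removing loci linked to ribosomal RNA by sequence or position left 484, or by correlation, Mrps17 included, 483.

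Across the 11 fits that each left out 1 sample, calls ranged from 218 (without control replicate 1) to 491 (without mimic replicate 3), genes lower from 141 (without mimic replicate 2) to 295, and genes higher from 68 to 229.

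The replicate numbers did not pair the samples. Correlations of deviations from the group means lay between -0.0232 and 0.0158 for the 5 same-numbered pairs and between -0.0728 and 0.0781 for the 25 others. With the replicate block on numbers 1 to 5, which leaves out control replicate 6, 328 genes were called (154 lower, 174 higher). The 5 genes with the most negative changes and CT010467.1 were then not called, and Lrrk2 had a log2 fold change of 0.0078 in place of -0.042. Across the fits without 1 sample Lrrk2 ranged from -0.0889 to 0.0117, the latter without control replicate 6. None of these values differed from 0.

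Shifts of the miR-181a-5p targets ranged from -0.0489 to -0.0321 over fits without 1 sample, and passed the threshold in all 21 alternatives, as did the seed matches (-0.0379 to -0.0227). The miR-148a-3p targets ranged from -0.0286 to -0.018, and were lost without mimic replicate 3 (adjusted p 0.0532). The miR-146a-5p targets (-0.0222 to -0.0116) passed without mimic replicate 5 (adjusted p 0.0330), without a count filter (-0.0096), under fry (-0.020) and against lists matched on mean expression (-0.0152). They did not pass against lists matched also on 3' UTR length and GC content (-0.0068, matched random lists, p 0.146). The cause of the passes without mimic replicate 5, without a count filter and under fry was not tested. The adjusted p of this list ranged from 0.0217 (fry) to 0.329 (without mimic replicate 3). The p-values against matched random lists are unadjusted, and that for matching on mean expression was 0.002.

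Under an estimated correlation the extracellular matrix (0.1868), immediate early (-0.0972), astrocyte (-0.0849) and fibroblast and vascular (0.3058) lists no longer passed, and under fry the astrocyte list (-0.0849) did not. The synapse, learning and memory, DNA replication, sterol and microglia lists passed in every alternative. Under an estimated correlation the synapse (camera adjusted p 0.0498) and microglia (camera adjusted p 0.0489) lists did so only narrowly. The oligodendrocyte lineage list, which never passed, ranged from -0.0601 to 0.0049 without 1 sample and changed sign without control replicate 1 (0.0049).

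For the single genes named, 448 of 478 values under the alternatives kept their direction and side of the threshold, 28 no longer passed it and 2 changed sign. Among the fits without 1 sample, 225 of 231 did so. The 5 losses there were C1qtnf2 once and CT010467.1 without control replicate 1 and without mimic replicates 1, 2 and 4 (highest adjusted p 0.0707).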

Other observations

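The tests on the 6 loci with the largest falls, and the chance count of outlying values, were chosen after the result was seen.

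Genes that differ. In 1 of 100 splits of the 11 samples (the real one included, drawn from 462) were as many genes called, and the same held for genes lower (1 of 100) and higher (1 of 100). The largest count in any other split was 36 genes. The extra depth of control replicate 1 was tested because 218 genes were called without it, fewer than without any other sample. With its counts thinned to the median total of the others, 409 genes were called, which argues against depth as the cause. That sample's own values, and not its depth alone, may matter, and leaving out mimic replicate 2, of ordinary depth, also gave 237.

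Predicted targets. In 2 of 100 splits the miR-181a-5p targets shifted as much, in 1 of 100 the miR-146a-5p targets, in 2 of 100 the miR-148a-3p targets, and in 2 of 100 the genes with a seed match. Among 16225 words of 7 nucleotides present in at least 50 3' UTRs, the seed match TGAATGT ranked 2 of 16225 for association with lower values after correction for 3' UTR length and GC content, and 1 of the 210 words with the same base composition. The word ranked 1 was GAATGTA, which overlaps it and is the other part of the 8-nucleotide match. This argues against a base composition trend. Long or AU-rich 3' UTRs as a class are argued against by the shift of -0.0136 against matched site-free genes. They do account for part, since the unmatched shift was -0.029. Genes with a match for the seed of the control oligonucleotide (CCCGGTG) were shifted by -0.0036 against matched genes (p 0.380), not higher. These values are consistent with an effect of the added mimic through its seed, as a hypothesis. A preparation difference aligned with the groups would have to favour this one word.

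Matching the miR-148a-3p targets on expression, 3' UTR length and GC content reduced their shift from -0.023 to -0.0081 (matched random lists, p 0.0054). Those random lists were drawn from all other tested genes, including genes with the seed match of the mimic. The reduction may thus include an effect of the mimic on such genes. Whether the remaining shift may come from members shared with miR-181a-5p or holding its seed match stays open. The 366 members without either had a median log2 fold change of -0.0108, against -0.0224 for the full list. Against matched genes they were shifted by -0.006, within the central 95% of random lists (matched random lists, p 0.111), but with fewer genes. Their random lists left out seed-matched genes and miR-181a-5p targets, and had a mean of -0.0047, against -0.0143 for the full list. The matched shifts of the full list and of these members thus rest on unlike backgrounds.

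Fixed lists. Splits gave as large a shift in 1 of 100 for the synapse, learning and memory, DNA replication, astrocyte and microglia lists, in 2 of 100 for the sterol, immediate early, and fibroblast and vascular lists, and in 4 of 100 for the extracellular matrix list. For the astrocyte and immediate early lists the exact permutation test on scores per sample did not pass (adjusted p 0.312 and 0.0812), so these 2 shifts rest on the measure used. As large a shift came from 23 of 100 splits for interferon response, 29 of 100 for neurons and 68 of 100 for the oligodendrocyte lineage. A gene length or GC content trend is argued against by shifts relative to matched lists of -0.0253 for synapse, 0.1921 for extracellular matrix and 0.2075 for DNA replication, as the whole cause. For the synapse list part of the shift went with mean expression, exon length and GC content together. Random lists matched on these had a mean of -0.022, and the unmatched shift was -0.047. No lists were matched on length and GC content alone, so their own part is not known. Direct pairing of the seed with synapse transcripts cannot be told apart from an indirect change. The 14 members with a match were shifted by -0.049, but the 36 without one were also shifted, by -0.0194 (matched random lists, p 0.0396, unadjusted).

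A lower share of neurons in the mimic cultures would raise the markers of every other cell type alike. The fibroblast and vascular list rose and the microglia list fell, 0.5796 apart, which argues against it. The size of the gap depends on the samples. Over fits without 1 sample the microglia shift ranged from -0.3366 to -0.1755 (without mimic replicate 2). The fibroblast and vascular shift ranged from 0.2678 to 0.3218. A change in dividing or fibroblast-like cells remains open. The abundant Col3a1, 129 CPM in control and 168 CPM in mimic samples, was not called alone (adjusted p 0.142), and Rgs5 of the same list fell (log2 fold change -0.66, adjusted p 0.0227). The fibroblast and vascular list shares 5 genes with the extracellular matrix list.

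Loci with the largest falls. Reads from ribosomal RNA carried through poly(A) selection are a candidate explanation for the falls of Gm23935, Gm15564, Mir6236, Lars2, Gm26917 and CT010467.1, and neither test of it came out as it requires for all 6. Criteria for shared sequence were tried in turn, 3 in all, each wider than the one before and chosen after the outcome of the one before. Against the annotated ribosomal RNA gene CT010467.1 alone, 0 other genes matched. With genes within 1000 bases added, Gm26917 was included by position, but it matched only itself. Compared with each other, the 6 loci shared sequence in 1 pair, 72 bases at 98.6% identity between Lars2 and Gm15564. The ribosomal RNA carried into the libraries thus has a link to 2 of the 6 loci, which are linked by annotation or position, and for Gm23935, Gm15564, Mir6236 and Lars2 no link was found in the reference used here. That reference held only CT010467.1 (1849 bases) and the genes within 1000 bases of it. Ribosomal RNA sequence outside these genes could not have matched, so the missing links do not count against this explanation.

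The second test asked whether the loci follow CT010467.1 between replicates of a group, with a correlation of 0.9 or more set before it was computed. It was reached by 2 of the 5 other loci, Lars2 (0.912) and Gm15564 (0.908). Mir6236 (0.844), Gm23935 (0.814) and Gm26917 (0.765) did not reach it, although only 11, 18 and 55 of the 10194 genes compared followed CT010467.1 more closely than these. Mrps17, which did not differ between groups, did (0.923), the sole other gene of 10194 compared. Among the 6 loci the median correlation was 0.912. These ranks are in line with a shared source of these reads, but as the threshold was missed by 3 loci, it cannot be told apart from separate changes with so few samples.

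A shift of the scaling by the 2 loci linked to ribosomal RNA was small. Without them 484 genes were called, and the log2 fold changes of the other genes moved by 0.00353 in the median and by at most 0.00381. Gm23935 and Mir6236 were not removed in any fit, and removal tests the scaling alone, not whether other genes changed with these loci. Across 17360 other genes, the slope on the share of CT010467.1 and its 3 correlates within groups had a correlation of -0.0485 with the log2 fold change, within that of permuted shares (permutation p 0.377). Single genes were not tested in this way. A preparation or library batch that coincides with the groups may still contribute. The study's methods state that groups were mixed for sequencing, which leaves earlier steps. The labels give no batch, so such a batch and the mimic cannot be told apart.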
